A study of Homo sapiens with 45 samples.

How the data were processed

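RNA was measured in 45 poly(A) RNA sequencing libraries from human cell lines. Per the labels, RNA was extracted with the NucleoSpin RNA Plus kit and libraries were made with the Illumina TruSeq Stranded mRNA kit. There were 7 Ewing sarcoma lines and 6 osteosarcoma lines with 3 libraries each, which made 39 libraries. A further 6 libraries came from A673 cells carrying sh908, a short hairpin RNA directed against KCNN1, of which 3 had no doxycycline and 3 had doxycycline, the drug that induces the hairpin.

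The authors deposited 1 table per library with 177816 RefSeq transcripts. Per the file headers, each table held the transcript length, the effective length, the estimated count (expected counts, not scaled for depth) and the TPM value (transcript abundance scaled by the authors for effective length and depth). Other values per the file headers, namely the effective length in nucleotides, entered the alternatives with a length offset and the check of library sets. The program that assigned reads to transcripts, its version and its options are not given in the sources used here, and no genome position is therefore printed. Total estimated counts ranged from 15974173 to 51413254 per library.

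Transcripts were joined to genes by accession with the version ignored, through the RefSeq annotation of GRCh38.p14. This matched 169966 transcripts (95.6%), of which 169411 also matched by version. The 7850 transcripts without a gene held between 0.91% and 1.6% of a library's count and were left out. Estimated counts and TPM were summed over the transcripts of each of 41582 genes, of which 37486 had a count in any library. The tables held 0 mitochondrially encoded transcripts, so a list of 13 such genes was not tested.

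For each comparison, gene counts were rounded, genes with low counts were removed with filterByExpr, library sizes were scaled with trimmed means of M values (TMM), and an edgeR quasi-likelihood model with robust dispersion was fitted. P-values were adjusted by the Benjamini-Hochberg method (false discovery rate, FDR), and genes with an FDR under 0.05 were called. The SE given with an edgeR fold change is the absolute log2 fold change over the square root of its F statistic. It is an approximation and not a standard error from the fit. The Ewing sarcoma lines were compared with the osteosarcoma lines after the 3 libraries of each line had been summed, so that 13 lines were the samples. The sh908 libraries with and without doxycycline were compared as 3 against 3, as were the uninduced sh908 libraries and parental A673. Single genes were also compared with 2-sided exact permutation tests of log2(TPM + 1), with a pseudocount of 1 TPM. With 3 against 3 libraries the smallest p such a test can give is 0.1. The versions were edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 under R 4.3.3, and numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 under Python 3.11.15.

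Gene lists were written before the data were examined: 30 genes activated and 15 genes repressed by EWS-FLI1, 58 calcium handling genes, 5 calcium-activated potassium channel genes, 43 S phase and 54 G2/M phase genes, 21 genes of the amino acid stress response and 18 interferon response genes. They were tested with camera on log2 CPM (library-size-scaled counts, prior count 2) with a preset correlation of 0.01, adjusted over the lists of a comparison. Fry and camera with an estimated correlation were the alternatives. The channel genes were tested gene by gene. The comparisons, tests, lists and main alternatives were also set before the data were examined.

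The genes to be named were chosen by a rule from the same time. It named the channel genes, FLI1, ERG, EWSR1 and 6 genes of the EWS-FLI1 lists between the tumour types, and MKI67, TOP2A, CCNB1 and PCNA with doxycycline. It added the genes with the largest rise and the largest fall among called genes with a mean log2 CPM of at least 1 and log2 CPM values, of lines or libraries, that did not overlap between the groups, 5 each way in the tumour type and doxycycline comparisons and 3 each way between uninduced and parental cells. Genes named outside the rule are said to be so where they appear. A fold against a group with a count of 0 was computed against a floor of 3 counts over that group and is a lower bound. For 1 to 3 counts in a group after rounding, the ratio of the unrounded counts is given with the 95% exact interval of the rounded ones. Such bounds and intervals cover counting error only, because reads without molecular identifiers are not independent molecules, and they do not cover the spread between libraries.

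Whether replicate numbers paired the libraries was checked by correlating each library's deviation from its group mean across genes. Same-numbered sh908 libraries had correlations of 0.683, 0.582 and 0.881, all over 0.1, the least value taken as pairing, so the numbers were used as pairs. Most of this came from replicate 3, since different-numbered libraries correlated at 0.608 and 0.517 between replicates 1 and 2 and at -0.778 to -0.658 with replicate 3. The difference of replicate 1 from 2, which leaves replicate 3 out, correlated at 0.121 between the groups, so the pairing within replicates 1 and 2 was weak. The fit with the replicate number as a block, which called 73 genes, is given beside the fit without it. The rule for named genes was applied to the blocked fit after the fit without a block had called no gene.

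The alternatives were DESeq2 size factors (RLE) in edgeR, no filter on low counts, an effective length offset, DESeq2, limma voom, all 45 libraries in 1 fit, other treatments of the 3 libraries of a line, HOS-MNNG and KHOS as 1 sample, other pseudocounts, a minimum change of 2 times between the tumour types and of 1.5 times with doxycycline, and leaving out each line, library or pair in turn.

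Each comparison was tested on simulated data, in which the counts of 200 genes were changed, 100 of them 2-fold and 100 of them 4-fold. Between the tumour types, 1% of the genes changed 2-fold and 41% of those changed 4-fold were called, with 0 unchanged genes called among 21975 tested. For doxycycline the shares were 0% and 43% without the replicate block, with 0 unchanged genes called among 14252, and 91% and 99% with the block, with 25 unchanged genes called. The doxycycline data were simulated from the blocked fit, with the replicate numbers as exact pairs, a setting that favours the block. Between uninduced and parental cells they were 13% and 83%, with 7 unchanged genes called among 15778.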

Results

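The data were estimated transcript counts and TPM values of 45 poly(A) RNA libraries. The Ewing sarcoma lines were A673, EW3, EW24, MHHES1, RDES, SKES1 and TC71, and the osteosarcoma lines were G292, HOS-MNNG, KHOS, MG63, SAOS2 and U2OS, with 3 libraries per line. Ewing sarcoma is a tumour of bone and soft tissue driven by a fusion of EWSR1 with an ETS family gene, most often FLI1. Osteosarcoma is a bone tumour without that fusion. The other 6 libraries were A673 cells with the inducible hairpin sh908 against KCNN1, 3 without and 3 with doxycycline.

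Library totals were 23132161 to 51413254 estimated counts in the Ewing sarcoma lines and 15974173 to 44911542 in the osteosarcoma lines. The uninduced sh908 libraries held 19393247, 16619617 and 22870909 and the induced ones 23526277, 20877880 and 24818664 estimated counts. Replicates of a group correlated with a Pearson r of 0.956 to 0.993 over 45 pairs. HOS-MNNG and KHOS, which both derive from the HOS line, had a Spearman correlation of 0.957 across 12429 genes.

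The first comparison asked whether KCNN1, which encodes the small-conductance calcium-activated potassium channel SK1 (gene ID 3780), differed between Ewing sarcoma and osteosarcoma lines. KCNN1 measured 29.6 ± 13.6 TPM in the Ewing sarcoma lines (SD, n = 7 lines) and 0.797 ± 1.75 TPM in the osteosarcoma lines (SD, n = 6 lines). The mean log2(TPM + 1) differed by 4.26, with a 2-sided exact permutation p of 0.000583, the smallest that 1716 splits of the lines allow, and a value of 0.000971 after adjustment over 5 channel genes. The lowest Ewing sarcoma line lay above the highest osteosarcoma line. The edgeR log2 fold change of line sums was 5.30 (SE 1.17, FDR 0.010). The pseudocount moved the difference most, to 7.24 with 0.01 TPM. The edgeR fold change rested most on U2OS, without which it was 8.29.

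Per line, over 3 libraries each, KCNN1 measured 48.9 ± 1.92 TPM (SD) in MHHES1, 40.7 ± 2.16 TPM in EW3, 36.01 ± 3.61 TPM in A673, 26.97 ± 1.42 TPM in SKES1, 26.1 ± 1.81 TPM in EW24, 20.99 ± 2.64 TPM in RDES and 7.58 ± 1.07 TPM in TC71. Among the osteosarcoma lines, U2OS measured 4.36 ± 0.417 TPM and the other 5 lines lay between 0.0446 TPM (HOS-MNNG) and 0.112 TPM (G292).

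**Figure D1:**
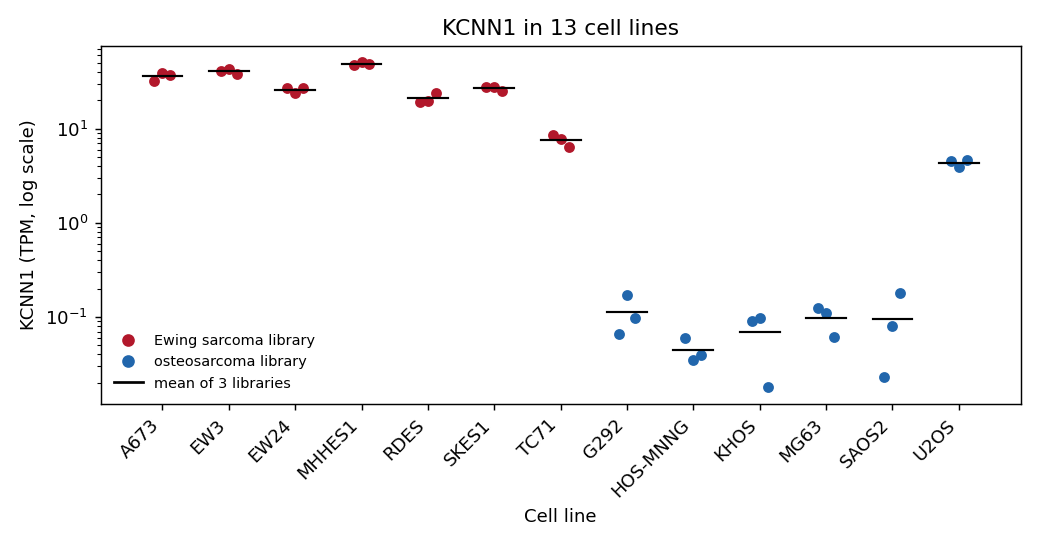
KCNN1 in TPM on a log scale for each of 13 cell lines, with points for the 3 libraries of a line and a bar for their mean. The Ewing sarcoma lines had means of 7.58 to 48.9 TPM and the osteosarcoma lines of 0.0446 to 4.36 TPM.

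The tables listed 8 KCNN1 transcripts. The leading one was NM_001386977.1, with a share of 58.3% ± 10.3 of KCNN1 TPM (SD, n = 7 Ewing sarcoma lines), or 58.1% of estimated counts. Its share was lowest in RDES (47.0% ± 8.64, SD, n = 3) and highest in TC71 (71.9% ± 16.6, SD, n = 3). It was 69.4% ± 4.25 in parental A673, 59.2% ± 12.4 in uninduced and 63.4% ± 23.4 in induced sh908 cells (SD, n = 3 each). The uninduced and induced means differed by less than the spread between replicates. U2OS had 51.7% ± 21.4 (SD, n = 3). The next transcripts were NM_002248.5 (5.50 TPM, mean over the Ewing sarcoma lines) and NM_001386976.1 (5.09 TPM). No share is given for the other 5 osteosarcoma lines, whose libraries did not all reach 30 KCNN1 counts.

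The remaining calcium-activated potassium channel genes were compared in the same way. KCNN4 (gene ID 3783) measured 0.992 ± 1.54 TPM in the Ewing sarcoma and 52.9 ± 40.6 TPM in the osteosarcoma lines (SD, n = 7 and 6), a log2 fold change of -5.70 (SE 1.25, FDR 0.0095). KCNMA1 (gene ID 3778) measured 1.81 ± 1.29 TPM and 96.8 ± 85.2 TPM, a log2 fold change of -4.83 (SE 0.76, FDR 0.0016). Both had an exact permutation p of 0.000583, or 0.000971 adjusted over the 5 genes. KCNN2 (gene ID 3781) measured 0.104 ± 0.0761 TPM and 1.49 ± 2.51 TPM, a log2 fold change of -4.43 (SE 1.16, FDR 0.023), with an exact permutation p of 0.0198 (0.0248 adjusted). Without G292, the line with the most KCNN2, its log2 fold change was -2.73 and was no longer called (FDR 0.0595). KCNN3 (gene ID 3782) measured 0.596 ± 0.575 TPM and 0.552 ± 0.879 TPM, and no difference was called (log2 fold change 0.02, SE 0.99, FDR 0.99, exact permutation p 0.732). Its sign turned when EW3, EW24, G292, KHOS, MG63 or U2OS was left out, with values from -0.47 without EW24 to -0.13 without KHOS, and without replicate 3 of every line (-0.10).

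**Figure D2:**
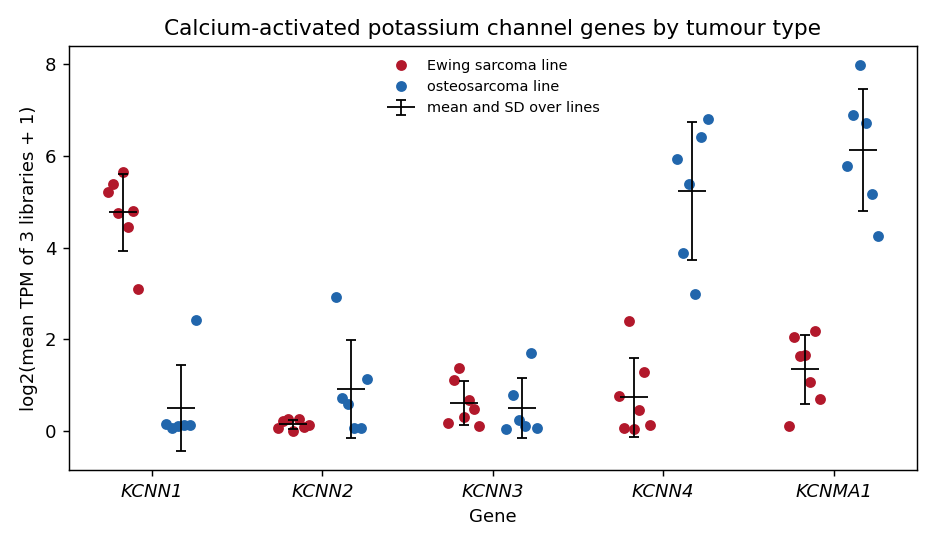
Mean TPM of 3 libraries per line as log2(TPM + 1) for the 5 calcium-activated potassium channel genes, with the mean and SD over the lines of each tumour type. KCNN1 was higher in all 7 Ewing sarcoma lines, and KCNN4 and KCNMA1 were higher in all 6 osteosarcoma lines.

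Across all genes, edgeR called 3175 of 21975 genes, 1317 higher and 1858 lower in the Ewing sarcoma lines, and 6489 genes had an unadjusted p under 0.05. DESeq2 on the same sums called 5406 genes, of which 3094 were among the 3175. The count moved most when the spread between libraries of a line was taken as the only spread, to 14481 genes with the replicate block. With no filter on low counts, 3911 genes were called and the median log2 fold change of all genes shifted to -0.116, from -0.0644.

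The fusion partners were examined because the title concerns EWS::FLI1. FLI1 (gene ID 2313) measured 31.1 ± 14.1 TPM in the Ewing sarcoma and 8.72 ± 12.1 TPM in the osteosarcoma lines (SD, n = 7 and 6) and was not called by edgeR (log2 fold change 1.38, SE 1.14, FDR 0.45). Its exact permutation p was 0.0221 with a difference of 2.52, or 0.0385 adjusted over 9 genes named in advance, and the fits with fixed line means, which leave out the spread between lines, called it (3.58). EW3 had 2.08 TPM of FLI1, while the osteosarcoma lines KHOS and HOS-MNNG had 27.7 and 20.2 TPM. ERG (gene ID 2078), an alternative fusion partner, measured 34.8 ± 2.57 TPM in EW3 (SD, n = 3) and at most 0.0176 TPM in the other Ewing sarcoma lines. ERG was not called (log2 fold change 1.10, SE 2.12, FDR 0.77), and the fold change was -9.08 without EW3 and was then called (FDR 0.00154). With EW3 among the lines entered, DESeq2 called ERG lower (-4.21, FDR 0.0229). The fit with the line as a random effect also did (-5.17, FDR 0.00144). DESeq2 was run with its default settings, which can replace an outlying count in a group of 7 or more samples. The ERG count of EW3 may therefore not have entered the DESeq2 fit. The exact permutation p was 0.544 with a difference of -0.62, so the direction of ERG depended on the method. EWSR1 (gene ID 2130) differed by -0.17 (SE 0.18, FDR 0.58), with an exact permutation p of 0.757 and a difference of 0.03.

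The list of genes activated by EWS-FLI1 was higher in the Ewing sarcoma lines (29 of 29 genes tested, median log2 fold change 3.84, camera FDR 6.1e-25), with 22 genes called over all genes and 24 adjusted over the list alone. The list of repressed genes was lower (1 of 15 genes higher, median -3.11, FDR 1.2e-06), with 7 genes called and 11 adjusted over the list alone. The S phase list was higher (39 of 43 genes, median 0.35, FDR 0.00011), with 5 genes called (MCM6, RFC2, RPA2, BLM and CASP8AP2, each named after its value was seen) and 5 adjusted over the list alone. The activated and repressed lists were also called with fry (5.6e-10 and 0.00012) and with an estimated correlation (2.2e-05 and 0.040). The S phase list was called with fry (0.0168) and not with an estimated correlation (0.267). Of 100 splits of the lines, the real one included, 9 gave the repressed list as small a camera p and 15 the S phase list. Chance was therefore not excluded for either list.

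The calcium handling list was not called (17 of 51 genes higher, median -0.42, FDR 0.339), with 10 genes called and 12 adjusted over the list alone. The G2/M list was not called either (26 of 54 genes higher, FDR 0.747), with 4 genes called (CKS1B, TMPO and CBX5 higher and NCAPD2 lower, named after their values were seen) and 4 adjusted over the list alone, and its median of -0.03 and its mean of 0.02 differed in sign.

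Of the EWS-FLI1 genes named in advance, NR0B1 was higher by 7.68 (SE 2.09, FDR 0.027), NKX2-2 by 5.22 (SE 1.34, FDR 0.020) and STEAP1 by 2.80 (SE 0.56, FDR 0.0061) on the log2 scale. NR0B1 measured 74.8 ± 69.8 TPM in the Ewing sarcoma and 0.410 ± 0.998 TPM in the osteosarcoma lines (SD, n = 7 and 6). It was low in MHHES1 (0.651 TPM) and RDES (0.316 TPM). Without U2OS its fitted log2 fold change was 14.11. That value rests on 1 count left in the osteosarcoma lines and is given without an interval. CCND1 (1.71, FDR 0.13), LOX (-2.69, FDR 0.064) and IGFBP3 (-1.04, FDR 0.67) were not called. CCND1 was called without SAOS2 (1.46, FDR 0.0348). LOX was called without MHHES1 (-3.19, FDR 0.0492) and without replicate 3 of every line (-2.91, FDR 0.0453). Its fold change ranged from -3.19 to -1.37 with lines or replicates left out. DESeq2 called both CCND1 (FDR 0.0375) and LOX (FDR 0.00466), as did the fit with the line as a random effect (2.79, FDR 0.000322, and -2.53, FDR 0.0059), so whether they were called depended on the method. The exact permutation p, adjusted over the 9 genes, was 0.00524 for CCND1, 0.0385 for LOX and 0.438 for IGFBP3. IGFBP3 turned to 0.13 without MG63.

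The rule for named genes passed 453 rises and 438 falls between the tumour types. Among the 5 largest rises, ITM2A (log2 fold change 12.30, SE 1.29, FDR 0.00012) measured 494 ± 244 TPM in the Ewing sarcoma and 0.106 ± 0.192 TPM in the osteosarcoma lines (SD, n = 7 and 6). GRP (12.24, FDR 0.00016) measured 350 ± 324 TPM and 0.0783 ± 0.168 TPM, and PRKCB (11.998, FDR 2.4e-05) 104 ± 58.8 TPM and 0.0268 ± 0.0517 TPM. Leaving out lines or replicates gave 12.03 to 14.45 for ITM2A, 11.56 to 15.12 for GRP and 11.76 to 13.64 for PRKCB. Without U2OS, 1 GRP count was left in the osteosarcoma lines. The highest osteosarcoma value was in U2OS for NR0B1 (2.45 TPM), ITM2A (0.483 TPM), GRP (0.418 TPM) and PRKCB (0.132 TPM). ADGRA1 had 1 count in all osteosarcoma lines together and was 17100-fold higher (95% interval 3080 to 677000), or at least 4870-fold without U2OS. PGLYRP2 had 0 counts there and was at least 1460-fold higher, or at least 890-fold without EW3. Among the 5 largest falls, the log2 fold change was -12.31 for CCN4, -11.69 for BMP4, -10.65 for INHBB and -10.03 for COL6A3, with FDR values of 0.0016, 0.00029, 0.0029 and 0.00053. With lines or replicates left out, CCN4 ranged from -12.99 to -9.64 and BMP4 from -12.25 to -10.6. INHBB then ranged from -11.12 to -9.90 and COL6A3 from -10.29 to -9.74. COL6A3 measured 0.260 ± 0.163 TPM in the Ewing sarcoma and 222 ± 182 TPM in the osteosarcoma lines (SD, n = 7 and 6). In TPM the COL6A3 values overlapped, with 0.515 TPM in SAOS2 and 0.518 TPM in the highest Ewing sarcoma line. SMIM10 had 1 count in all Ewing sarcoma lines together and was 4140-fold lower (95% interval 743 to 164000), or at least 1180-fold without A673.

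The next comparison asked what changed in A673 sh908 cells when doxycycline induced the hairpin. KCNN1 measured 37.8, 35.3 and 17.99 TPM without and 10.2, 13.7 and 7.75 TPM with doxycycline in replicates 1, 2 and 3. The induced libraries held 26.9%, 38.9% and 43.1% of the KCNN1 TPM of the same-numbered uninduced library, and the mean was 34.8% of the uninduced mean. All 3 induced values lay below all 3 uninduced ones, with an exact permutation p of 0.1, the smallest this design allows. The edgeR log2 fold change was -1.53 (SE 0.52, FDR 1.0) without the replicate block and -1.46 (SE 0.13, FDR 0.0013) with it. It was also called in a fit of all 45 libraries (-1.51, FDR 0.021). That fit takes its spread from the 39 cell line libraries as well and leaves out the replicate numbers.

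The first principal component of the 6 libraries held 75.7% of the variance and separated replicate 3 from replicates 1 and 2 in both groups, and the next component held 9.3%. Without the replicate block, edgeR called 0 of 14252 genes, with 94 genes at an unadjusted p under 0.05. DESeq2 called 2 genes, PXDN and LOC107987423, limma voom called 0, and a fit of all 45 libraries called 12. With the replicate block, edgeR called 73 genes, 36 higher and 37 lower, with 1878 genes at an unadjusted p under 0.05. With replicate 3 against replicates 1 and 2 as the block it called 29. Leaving out pair 1 or pair 2 left 10 and 7 called genes, and leaving out pair 3 gave 167.

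**Figure D3:**
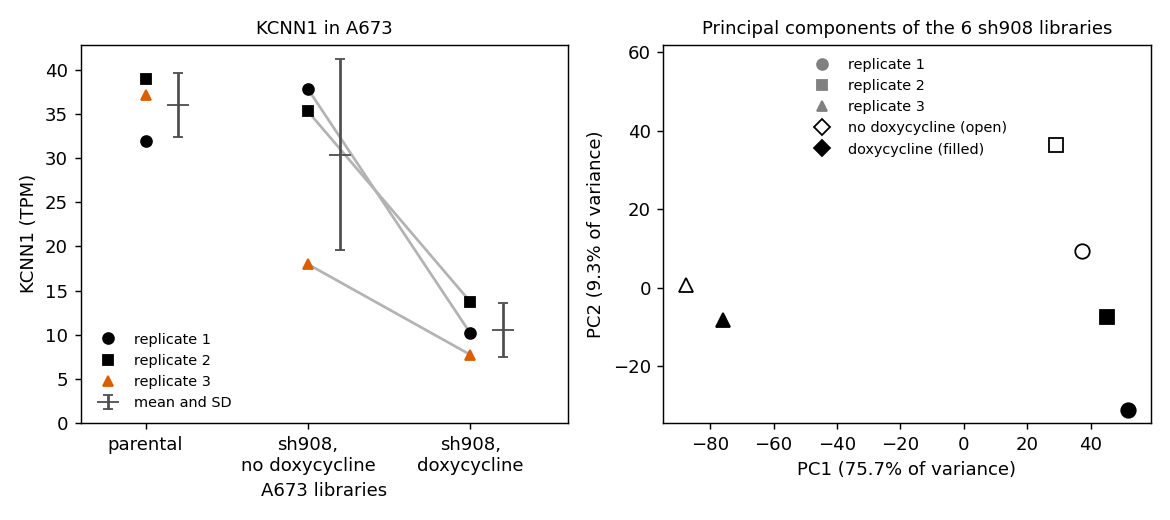
KCNN1 in TPM per A673 library (left, with mean and SD of 3 libraries) and the first principal components of the 6 sh908 libraries (right). Doxycycline libraries had 7.75 to 13.7 TPM of KCNN1, and replicate 3 of both groups lay apart from replicates 1 and 2 on the first component.

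Under the blocked fit, 2 rises and 14 falls passed the rule for named genes. TRIB3 rose by 0.88 (SE 0.12, FDR 0.013), from 56.3 ± 7.91 to 101 ± 12.5 TPM (SD, n = 3), and FURIN by 0.57 (SE 0.09, FDR 0.036). PXDN fell by 1.47 on the log2 scale (SE 0.11, FDR 0.00075), from 86.7 ± 14 to 30.6 ± 5.79 TPM (SD, n = 3). The log2 fold change was -1.47 for PEX10 (FDR 0.0013), -1.39 for DCLK2 (FDR 0.040) and -1.32 for LINC01521 (FDR 0.040). In TPM the LINC01521 values overlapped, with 1.63, 1.45 and 4.21 TPM without and 0.552, 0.510 and 1.96 TPM with doxycycline. LOC107987423 was at least 137-fold lower, or at least 27.7-fold without uninduced replicate 3, and its uninduced values of 1.87, 1.23 and 20.4 TPM varied widely, and it also varied between libraries of other lines. Without the replicate block edgeR called none of these genes, and DESeq2 called PXDN (-1.45, FDR 8.3e-08) and LOC107987423 (FDR 0.00030). Leaving out pair 1 or pair 2 lost the call of TRIB3 (FDR 0.128 and 0.0761), FURIN (0.279 and 0.287), DCLK2 (0.26 and 0.288) and LINC01521 (0.323 and 0.275), while PXDN, PEX10 and LOC107987423 stayed called in each case. With replicate 3 against replicates 1 and 2 as the block, FURIN (0.171) and DCLK2 (0.0778) were not called, and DCLK2 was not called with the length offset added to the replicate block (0.0522). The proliferation genes MKI67 (-0.20), TOP2A (-0.21), CCNB1 (-0.22) and PCNA (0.13) were not called in either fit. The sign of TOP2A turned without uninduced replicate 3 (0.19) or induced replicate 1 (0.04), that of PCNA without uninduced replicate 3 (-0.13) or pair 3 (-0.17), and that of MKI67 without pair 1 (0.00019).

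The amino acid stress response list was higher with doxycycline (21 of 21 genes, median log2 fold change 0.51, camera FDR 2.3e-12), with 0 genes called over all genes and 0 adjusted over the list alone. With the replicate block the FDR was 4.9e-08, with 3 genes called (TRIB3, and DDIT3 and SLC7A5, which were named after their values were seen) and 8 adjusted over the list alone. The median difference within pairs was 0.394, 0.135 and 0.871 for pairs 1, 2 and 3. The G2/M list was lower (4 of 54 genes higher, median -0.12, FDR 0.00028, and 8.7e-05 with the replicate block), with within-pair medians of -0.19, -0.17 and -0.04, and 0 genes called or adjusted over the list alone in either fit. It was no longer called without uninduced replicate 2 (0.0732), induced replicate 1 (0.0636) or pair 1 (0.0656). The interferon response list was lower (4 of 15 genes higher, median -0.14, FDR 0.0070, and 0.0061 with the block), with within-pair medians of -0.53, -0.12 and 0.07. It had 0 genes called or adjusted over the list alone without the block, and 0 called and 2 adjusted over the list alone with it. It was no longer called without uninduced replicate 1 (0.0552), induced replicate 1 (0.273) or pair 1 (0.482). No call of these 3 lists held under fry (0.385 each) or with an estimated correlation (0.155, 0.303 and 0.301).

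The EWS-FLI1 activated (0.437), EWS-FLI1 repressed (0.72), S phase (0.72) and calcium handling lists (0.837) were not called with doxycycline, and had 0 genes called and 0 adjusted over the list alone. With the replicate block, the repressed list had 1 gene called (CDKN1A, 0.72, FDR 0.024, named after its value was seen) and 1 adjusted over the list alone, the activated list 0 and 2, the calcium handling list 0 and 1 and the S phase list 0 and 0. The median of the calcium handling list was 0.0046 and its mean -0.02, and its direction turned with the replicate block (0.907). The activated list was called higher without induced replicate 3 (0.00523). The S phase list was called lower without uninduced replicate 3 (6.9e-05) and without pair 3 (0.00195).

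**Figure D4:**
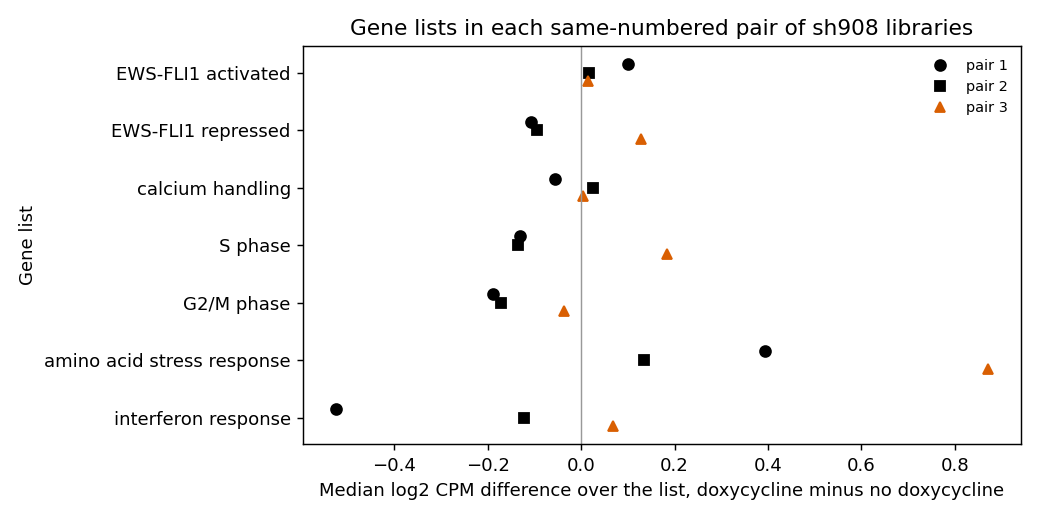
Median log2 CPM difference over each gene list, doxycycline minus no doxycycline, for each same-numbered pair of sh908 libraries. The amino acid stress response list was higher in each pair (0.394, 0.135 and 0.871) and the G2/M list was lower in each.

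The last comparison asked how the sh908 cells differed from parental A673 before induction. KCNN1 measured 30.4 ± 10.8 TPM in uninduced sh908 and 36.01 ± 3.61 TPM in parental cells (SD, n = 3), with an exact permutation p of 0.6. Its edgeR log2 fold change was 0.31 (SE 0.41, FDR 0.63), opposite in sign to the difference in mean log2(TPM + 1) of -0.30. Without uninduced replicate 3 the edgeR fold change was 0.69 and was called (FDR 3.6e-05). In TPM no such rise was seen. Uninduced replicates 1 and 2 held 37.8 and 35.3 TPM, and the parental libraries 31.97, 38.9 and 37.2 TPM.

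Between these groups edgeR called 2388 of 15778 genes, 1375 higher and 1013 lower in the uninduced sh908 cells, with 5245 genes at an unadjusted p under 0.05. DESeq2 called 4169 genes and limma voom 2610. The majority turned to lower genes without uninduced replicate 3 (4761 higher and 5441 lower) and in the fit of all 45 libraries (3699 higher and 3859 lower), so neither direction is read as prevailing. Single libraries decided the count. Without parental replicate 1, 2 or 3 it was 4, 2 and 8 (the 4 were NUDT4P2, HNRNPA1L3, BOLA2B and RPL13AP5 and the 2 were HNRNPA1L3 and RPL13AP5, of which HNRNPA1L3 and BOLA2B were named after their values were seen), and without uninduced replicate 1, 2 or 3 it was 1377, 266 and 10202. With no filter on low counts 1908 genes were called and the median log2 fold change of all genes shifted to -0.163, from 0.00813. The library sets also differed in how reads were shared among transcripts. Among genes with a count above 50, between 33.7% and 50.1% had a summed count that was not whole within 0.01 in the sh908 libraries, against 61.3% to 62.6% in the parental libraries and 58.3% to 66.1% in all 39 cell line libraries.

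The rule passed 1234 rises and 768 falls. The largest rises were RNA28SN2, a ribosomal RNA gene with 0.813 counts in the parental libraries (7270-fold higher, 95% interval 1060 to 233000), FGF23 (at least 692-fold, or 416-fold without parental replicate 1) and LOC107987423 (at least 186-fold, or 37.8-fold without uninduced replicate 3). RNA28SN2 was at least 1180-fold higher without parental replicate 1 and 3990-fold without uninduced replicate 2, and it varied between replicates of a line, as in RDES (0.0572, 0.467 and 60.3 TPM). Uninduced sh908 libraries held 11.9 ± 0.974 TPM of FGF23 (SD, n = 3), and the parental libraries a count of 0. The largest falls were NUDT4P2 (at least 1170-fold lower, or 717-fold without uninduced replicate 3), PAPPA-AS1 (at least 180-fold lower, or 110-fold without it) and RPL13AP5, which measured 0.477 ± 0.438 TPM in uninduced and 788 ± 55.9 TPM in parental cells (SD, n = 3; log2 fold change -10.18, FDR 0.0017). NUDT4P2 and RPL13AP5 are transcribed pseudogenes and RNA28SN2 is a multi-copy gene, so their reads can be shared with related genes. RPL13A, the parent gene of RPL13AP5, was 1.69 times as high in the uninduced sh908 libraries. Of these 6 genes, RPL13AP5 stayed called whichever library was left out. NUDT4P2 was lost without parental replicate 2 (FDR 0.0538), and FGF23 without parental replicate 1 (0.0515) or 2 (0.0538). RNA28SN2 (0.0668 to 0.0877) and PAPPA-AS1 (0.0637 to 0.0694) were lost without any 1 parental library. LOC107987423 was lost without any 1 parental library (0.114 to 0.125) and without uninduced replicate 1 (0.0555) or 2 (0.0682).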

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

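The tests of Ewing sarcoma RNA in U2OS, of reads shared between the channel genes and of a trace of single Ewing sarcoma lines were chosen after the results were seen; those on EW3, on odd libraries, on an equal trace in every osteosarcoma line and on RB1 were chosen before.

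In each tumour type, the line means of the named genes were searched for a line whose gap to its nearest neighbour exceeded Dixon's 95% critical value for the group. Of 47 groups of lines, 14 had such a line. Chance passes about 1 in 20 groups of normally distributed values, or 2.4 of 47, but that rate does not hold here, because many of the genes were chosen for being near 0 in 1 tumour type, where 1 count against 0 in the other lines passes by construction. Of the 14, 6 were in U2OS. In 11 of the 14, all 3 libraries of the line lay beyond the nearest other line, which argues against 1 odd library among the 3 for those 11. The exceptions were ADGRA1 in U2OS (0.00641 TPM, 1 count, against 0 in the others), BMP4 in EW24 (0.166 TPM, nearest 0.0557) and SMIM10 in A673 (0.0126 TPM, 1 count, against 0), all near the limit of counting.

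KCNN1 in U2OS was 4.36 TPM, with 0.112 TPM in the nearest osteosarcoma line. That was 14.7% of the Ewing sarcoma mean, and 15.4%, 13.1% and 15.7% in the 3 libraries. Ewing sarcoma cells or RNA in the U2OS libraries would bring other Ewing genes to a like share. Other than KCNN1, 14 genes were taken as marking the Ewing sarcoma lines, and all measured above 0 in U2OS. Over these 14 the median in U2OS was 0.259% of the Ewing mean and the highest 2.19%, which argues against that source. Reads shared with KCNN4 or KCNMA1 were also argued against. SAOS2 had 84.5 TPM of KCNN4 (111 TPM in U2OS) and KHOS 252 TPM of KCNMA1 (18 TPM in U2OS). These lines had at most 0.094 TPM of KCNN1. KCNN2 and KCNN3 were not part of that test, but their levels argue the same way. KCNN2 was 6.54 TPM in G292 and 1.18 TPM in U2OS, and KCNN3 was 2.27 TPM in SAOS2 and 0.0457 TPM in U2OS. G292 and SAOS2 had at most 0.112 TPM of KCNN1. Expression of KCNN1 by U2OS itself may account for the value and stays a hypothesis, found and examined on the same libraries.

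Other genes of the Ewing sarcoma lines were measured at trace level in U2OS: NR0B1 at 2.45 TPM (nearest 0.0134), ITM2A at 0.483 TPM (nearest 0.135), GRP at 0.418 TPM (nearest 0.0516) and PRKCB at 0.132 TPM (nearest 0.0151). A trace alike in every osteosarcoma line was argued against: over 23 genes the median in U2OS was 0.29% of the Ewing mean, with all 23 above 0.05%, and the highest median in the other 5 lines was 0.0608%. A trace of Ewing sarcoma lines was argued against as the source of NR0B1 alone. In every Ewing sarcoma line mean NR0B1 lay below mean ITM2A, nearest in SKES1 (128 and 136 TPM). In U2OS NR0B1 lay above ITM2A (2.45 and 0.483 TPM), in all 3 libraries. For the other genes a trace of 1 or more Ewing sarcoma lines in U2OS could not be excluded. Genes abundant in TC71 alone had a median of 0.482% of their TC71 level in U2OS over 6 genes, all above 0, while those of EW3 had 0.0616% over 12 genes. Only these 2 lines had at least 5 such genes. A TC71 trace at 0.482% was argued against, since GRP, ITM2A and PRKCB measured 1025, 587 and 102 TPM in TC71. Their U2OS values were each a smaller share than that, while NR0B1 (77.95 TPM in TC71) was a larger share. For the genes other than NR0B1, reads carried over in sequencing and low expression in U2OS cannot be told apart on this evidence. Too few genes mark a single line.

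In EW3, FLI1 was 2.08 TPM against 28.7 TPM in the next lowest Ewing sarcoma line, and ERG was 34.8 TPM against at most 0.0176 TPM in the others. A library of another tumour type under the EW3 name was argued against by a mean Spearman correlation of 0.865 with the other Ewing sarcoma lines and of 0.693 with the osteosarcoma lines. The EWS-FLI1 activated list had a median log2 CPM of 7.16 in EW3 and of 6.45 to 7.05 in the other 6 lines, so it was not lower in EW3. This is consistent with ERG in the place of FLI1 as the driver of the same targets. The fusion itself was not measured. PRKCB, a gene of that list, was also highest in EW3, at 233 TPM against 102 TPM in the next line.

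CCND1 in SAOS2 was 2.58 TPM, with 125 TPM in the next lowest osteosarcoma line. A candidate explanation is loss of RB1, whose level in SAOS2 was 12.4 TPM, the lowest of the 13 lines (next 21.4 TPM in MHHES1). SAOS2 also had the highest CDKN2A, at 405 TPM, which was looked at after its value was seen. The level of a transcript does not show the state of its gene, and no explanation other than this and an odd library was tested.

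KCNN2 in G292 was 6.54 TPM (nearest 1.18), and SMIM10 in G292 was 0.162 TPM (nearest 6.8). Both held in all 3 libraries, and neither technical nor biological explanations other than an odd library were tested for them.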

How the results depend on the processing

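The tests added after the data were seen were the alternatives that join the replicate block with another choice, those that leave out a pair of libraries, and the block of replicate 3 against replicates 1 and 2. Of the alternatives to results that answer a comparison, 403 kept the direction and the side of the threshold, 36 gained a call or many more genes, 27 lost a call or many genes and 33 changed direction. For single named genes these numbers were 631, 19, 32 and 11. Unless said otherwise, the cause of a change was not tested.

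Between the tumour types, KCNN1, KCNN4, KCNMA1 and the EWS-FLI1 activated and repressed lists kept their direction and call under every alternative run. Splits of the lines, which were not among these alternatives, did not exclude chance for the repressed list. The difference in mean log2(TPM + 1) of KCNN1 ranged from 4.12 to 7.24. The count of 3175 genes lay between 2310 and 3912 except under 4 alternatives. It was 14437 with line means as fixed effects and 14481 with the replicate block added, 9068 with libraries taken as independent and 5406 with DESeq2. The fits with fixed line means by construction leave out the spread between lines, and the fit with libraries taken as independent keeps that spread but counts 39 libraries as samples in place of 13 lines. The replicate numbers did not pair the lines (correlations of 0.0135, -0.00223 and 0.0132). Leaving out a line or replicate gave 2310 to 3172 genes.

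KCNN2 ranged from -4.69 to -2.73 with lines or replicates left out and lost its call without G292 alone. It was not among the genes tested in 6 alternatives. CCN4 gave no value in 4 and no adjusted p in 1, SMIM10 no value in 7 and INHBB in 5, and LOC107987423 no adjusted p with DESeq2 and the replicate block. KCNN3 was called at 0.984 with fixed line means and 0.974 with the replicate block added, and ranged from -0.469 to 1.21 with lines or replicates left out. ERG turned to -5.17 with the line as a random effect, -6.15 with fixed line means with and without the replicate block, and -4.21 with DESeq2, and ranged from -9.08 to 1.68 with lines or replicates left out. IGFBP3 ranged from -2.96 to 0.13. The fits with fixed line means, with and without the replicate block, also called FLI1 (3.58 in both), EWSR1 (-0.188 and -0.186), CCND1 (2.77 in both), LOX (-2.63 and -2.62) and IGFBP3 (-2.04 and -2.05). Libraries taken as independent gave calls of CCND1 (1.71) and LOX (-2.72). The S phase list was not called with an estimated correlation (0.267). The direction of the G2/M list turned with fixed line means (0.983, and 0.982 with the replicate block) and without A673, SAOS2 or replicate 1, and its FDR with lines or replicates left out was 0.339 to 0.972.

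With doxycycline, the call count of 0 became 73 with the replicate block, 12 in the fit of all 45 libraries and 2 with DESeq2. With the replicate block joined to another choice it was 65 with RLE size factors, 620 with no filter, 49 with the length offset, 71 with voom and 178 with DESeq2, and 29 with replicate 3 against replicates 1 and 2 as the block. Leaving out libraries or pairs gave 0 to 167. The self-test called 91% of 2-fold changes with the block and 0% without it, and the block also called 25 unchanged genes. Its data were simulated with the replicate numbers as exact pairs. It therefore cannot show what the block gains in the real libraries, where the pairing within replicates 1 and 2 was weak. KCNN1, at -1.53, became called at -1.46 with the replicate block and -1.51 in the fit of all 45 libraries. With the replicate block joined to another choice it was -1.44 with RLE size factors, -1.45 with no filter, -1.47 with the length offset, -1.48 with voom and -1.44 with DESeq2, and -1.46 with replicate 3 against the others as the block. It ranged from -1.90 to -1.24 with libraries or pairs left out.

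The calls of the amino acid stress response, G2/M and interferon lists were lost under fry (0.385 each; 0.36 each with the replicate block) and with an estimated correlation (0.155, 0.303 and 0.301; 0.626 each with the replicate block). The interferon list was also lost in the fit of all 45 libraries (0.14). With libraries or pairs left out, the FDR of the amino acid list was 7.84e-17 to 0.00523, of the G2/M list 6.85e-06 to 0.0732 and of the interferon list 0.000709 to 0.482. The calcium handling list changed direction with no filter (0.925), with the replicate block (0.907), with replicate 3 against the others as the block (0.878), and with the replicate block under fry (0.83) and an estimated correlation (0.965). It also changed direction without uninduced replicate 2, induced replicate 2 or 3, or pair 2 or 3, and its FDR was 0.273 to 0.919 with libraries or pairs left out. The activated list ranged from 0.00523 to 0.919, the repressed list from 0.287 to 0.875 and the S phase list from 6.93e-05 to 0.85, with changes of direction in each. MKI67 ranged from -0.423 to 0.000193, TOP2A from -0.853 to 0.192 and PCNA from -0.165 to 0.437.

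Between uninduced sh908 and parental cells, the 2388 genes became 319 with the replicate block, 7558 in the fit of all 45 libraries and 4169 with DESeq2. The replicate numbers did not pair these libraries (correlations of 0.0455, 0.0866 and 0.25), so the lower blocked count is not read as a weaker effect. It ranged from 2 to 10202 with libraries left out. KCNN1 ranged from 0.0672 to 0.693 and was called without uninduced replicate 3 alone.

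Depth limited the genes with few counts. KCNN1 in 5 osteosarcoma lines, ADGRA1, PGLYRP2 and SMIM10 are given with bounds or intervals or no share for that reason. Without the replicate block, the doxycycline comparison called 43% of simulated 4-fold changes.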

Other observations

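The tests chosen after the result was seen were all splits of the samples, the trends with length and GC content, and those of nuclear RNA, of other lines in or under the name of the sh908 libraries, of doxycycline itself, of variation between cultures, of the library sets, of RPL13AP5 and of FGF23, OLIG3 and LINC03031. The tests of depth, of TC71 against sh908, of NR0B1 and of PXDN were chosen before.

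Other splits of the samples were fitted in the same way. Between the tumour types, the real split gave 3175 genes and was the only 1 of 100 splits with as many, the highest other giving 4, so chance was excluded. For the activated list, 1 of 100 splits, the real one, had as small a camera p (lowest other 6.8e-16), so chance was excluded. For the repressed list 9 of 100 splits (lowest other 3.1e-09) and for the S phase list 15 of 100 (lowest other 5.24e-10) had as small a p, so chance was not excluded for either. Splits of 6 libraries cannot exclude chance. All 10 splits of the sh908 libraries gave 0 genes without the replicate block. With it, 1 of 4 splits within pairs, the real one, gave 73 genes and the others 0. The real split was the only 1 of 10 with 2388 genes between uninduced and parental cells, the others giving 0. The amino acid list (lowest other p 2.99e-16), the G2/M list (3.4e-05) and the interferon list (0.000466) each had 2 of 10 splits with as small a p. Of the 4 splits that part every pair, fitted with the replicate block, the real one alone had as small a p for the amino acid list (lowest other 1.08e-07) and the interferon list (0.0038), and 2 had for the G2/M list (8.22e-06).

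Replicates 1 and 2 of the sh908 libraries lay apart from replicate 3 in both groups. Of 10986 genes, 1127 were lower and 1143 higher by over 1 on the log2 scale in replicates 1 and 2, with XIST at -3.99 and FEV at 4.12, both named after their values were seen. Depth was argued against, since replicate 3 libraries thinned to the totals of the others still had 69011 to 71580 transcripts with a count, above the highest of the others (57446). Trends with gene length (R2 9.12%) and with GC content (R2 6.02%, over 95.3% of genes) left a spread of 4.27 and 4.31 times that between replicates 1 and 2, which argues against either as the whole cause. Cells of another line of the series were argued against, since genes nearly absent from parental A673 reached a median of at most 0.106% of another line's level. Libraries of another line under the A673 name were argued against, since each correlated best with parental A673 (0.94 to 0.965, next line at most 0.874). A lower share of nuclear RNA in replicates 1 and 2 stays open. The median of 8 listed nuclear RNAs was -0.929, at percentile 1.11 of 10000 random lists of matched expression, with NEAT1 at -5.13, MEG3 at -3.91, SNHG14 at -1.93, TUG1 at -0.949, MALAT1 at -0.908 and PVT1 at -0.784, while JPX (0.241) and DLEU2 (0.739) were higher. It may account for part of the pattern and not for the 1143 genes that were higher. A difference between cultures or clones was not tested. Nor was a difference in preparation, sequencing or read assignment, beyond depth, length and GC content. The share of genes with a count that was not whole was at most 37.8% in replicates 1 and 2 and at least 49.6% in replicate 3, so such a difference stays open.

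TC71 replicate 3 also lay apart from its replicates 1 and 2, with 17.8% of its count in transcripts over 5000 nt, against 24.9% and 25.2%. Length (R2 35.6%) and GC content (R2 39.6%, over 94.6% of genes) left 3.3 and 3.19 times the spread between the other replicates, which argues against either as the whole cause. The difference correlated with that between the sh908 replicates across genes, which are not independent replicates (Spearman 0.431), consistent with a difference of the same kind in both sets. RNA of sh908 cells in TC71 replicate 3 was argued against, since the 18 genes over 20 TPM in replicates 1 and 2 of the sh908 cells and under 0.1 TPM in TC71 replicates 1 and 2 had a median of 0.0229% of their sh908 level there, and at most 0.264%. FGF23 (6.8%) and LINC03031 (5.22%), which were not among the 18, lay above that.

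FGF23, OLIG3 and LINC03031, chosen after their values were seen, measured 11.1 to 17.9, 2.33 to 3.51 and 16.1 to 24.5 TPM in the 6 sh908 libraries. Across the 39 cell line libraries they reached at most 0.803, 0.138 and 0.941 TPM, or 7.23% of the lowest sh908 level, which argues against cells of another line of the series. A change in the sh908 cells since they parted from the parental line was not tested.

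The genes that differed between uninduced sh908 and parental cells could also reflect a difference between library sets in preparation, sequencing or read assignment. The share of genes with a count that was not whole was at most 50.1% in the sh908 libraries and at least 61.3% in parental A673. Within the sh908 libraries it was at most 37.8% in replicates 1 and 2 and at least 49.6% in replicate 3. The construct and the library set coincide, so they cannot be told apart. For RPL13AP5, reads may have moved to its parent gene RPL13A, which was 1.69 times as high in the uninduced sh908 libraries. It gained 1340 TPM where RPL13AP5 lost 788 TPM. The median ratio of 75 other ribosomal protein genes was 1.14, and 5 had a higher ratio than RPL13A, so the ratio does not decide it.

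The rise of the amino acid stress response list could follow doxycycline itself and not the knockdown. There were 0 libraries with doxycycline and no hairpin, so the drug, an off-target effect of the hairpin and the loss of KCNN1 cannot be told apart. Variation between cultures also stays open. Of 39 pairs of replicates of 1 line, 10.3% differed in the median of this list by as much as the median of the 3 doxycycline pairs (0.394), 17.9% in that of the G2/M list (0.172) and 64.1% in that of the interferon list (0.123). For the amino acid list these were 4 pairs, in EW3, TC71 and SAOS2, while the 3 pairs of parental A673 differed by at most 0.15 on this list, 0.126 on the G2/M list and 0.134 on the interferon list, and 3 pairs are too few to exclude such variation in A673. The largest difference of the amino acid list was 2.41, in EW3, where replicates 1, 2 and 3 held 343, 24.3 and 22.4 TPM of TRIB3.

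A hypothesis that PXDN follows KCNN1 was examined over the 7 Ewing sarcoma lines as 1 relation. Pearson's r of log2(TPM + 1) values was 0.44 (exact permutation p 0.323) and Spearman's rho 0.179 (exact permutation p 0.713). Without TC71 and MHHES1 Pearson's r was -0.393. No relation was found, and 7 lines are too few to exclude one.

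NR0B1 was low in MHHES1 and RDES among the Ewing sarcoma lines. A lower level of the whole EWS-FLI1 activated list there was argued against, since the median log2 CPM of the list without NR0B1 was 7.05 in MHHES1 and 7.18 in RDES, against 6.51 to 7.05 in the other lines.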
